A study of Xenopus laevis with 90 samples. Its data were reported in "Pre-marking chromatin with H3K4 methylation is required for accurate zygotic genome activation and development" (2025).

How the data were processed

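Total RNA was sequenced from pools of 3 sibling *Xenopus laevis* embryos, with 3 pools per group from each of 2 frogs and 90 libraries in all. The study treats the 2 frogs as biological and the 3 pools of a frog as technical replicates. P-values here therefore measure the spread between pools of siblings and not between animals. Per the labels, ribosomal RNA was depleted before library preparation. The authors assigned the reads to the transcripts of assembly Xenopus_laevis_v10.1 with kallisto, imported them with tximport, summed the isoforms of each gene and deposited TPM (the share of each gene in all transcripts after correction for length, on a common scale), with no scaling between libraries. The study tested each frog on its own with a count model. TPM hold no counts, so no count model was fitted here, and the sequencing depth behind each value is unknown. Total TPM per library ranged from 981704 to 996438 in frog 1 and from 997844 to 998426 in frog 2.

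The table of frog 1 held 39690 entries and that of frog 2 39432, in 45 libraries each. Entries that shared a gene name were summed (2269 entries with 83 names in frog 1 and 2204 with 82 in frog 2), which left 37504 and 36504 genes. In frog 2, 806 entries had no gene name and were left out; they held at most 0.0744% of the TPM of a library. Gene symbols were matched to the RefSeq genes of the same assembly, which gave positions, lengths and gene types for 36783 and 35801 genes. No pair of libraries was identical (0 in each table).

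Each frog was analysed on its own. Genes with at least 1 TPM in at least 3 libraries were kept, and log2(TPM + 1) was fitted with limma 3.58.1 in R 4.3.3. The fit had one mean for each of the 15 groups, so that all groups share one estimate of the spread (30 residual degrees of freedom), and an empirical Bayes step with a mean-variance trend. Contrasts were treated against control with auxin (window) and without auxin (persistent) at each time point, the difference between these effects, control without auxin against wild type, control with against without auxin, and wild type at 6.5 and 7.5 against 5.5 hpf, in total 17 per frog. P-values were two-sided and adjusted within each contrast by the Benjamini-Hochberg method, with a threshold of 0.05. Overlaps between frogs or schemes were tested with Fisher's exact test, two-sided, over the genes tested in both. The groups, contrasts, gene set rules, naming rule and most alternatives were fixed before the data were examined.

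The rising and falling genes were defined from wild type libraries, which enter no treated against control contrast. The mean log2(TPM + 1) of a set per library was compared by an exact permutation test that permutes treated and control libraries within each frog (20 arrangements per frog, 400 in all), two-sided, and adjusted over the 72 set tests. Genes fixed by name were the copies of *pou5f3.1*, *pou5f3.2*, *pou5f3.3*, *sox2*, *sox3* and *cxxc1*, tested in the same way and adjusted over 20 tests. The gene *kmt2b* was not found under that symbol and was not analysed here. Further genes were named by rule. For each scheme at 7.5 hpf these were the 5 genes with the most negative and up to 3 with the most positive mean change among genes called in both frogs with the same sign and with all treated libraries beyond all control libraries in each frog, globin and H3.3 genes aside. The genes *h3-5.L*, *LOC100158288*, *LOC121400528*, *LOC121396416*, *LOC121395068* and *LOC121399689* fall outside these rules and were chosen after their values were seen. The symbol *h3-5.L* was not recognised as an H3.3 gene by the rule, which looks for symbols that start with h3-3, h3f3 or h3.3, although its older symbol does.

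The fit was tested on simulated data with 200 changed genes. A log2 change of 0.5 was recovered for 42% of them in frog 1 and 74.5% in frog 2, a change of 1 for 96.5% and 97.5%, and a change of 2 for 97% in both frogs. In a contrast without any change 0 genes were called. The simulated noise was independent between genes and libraries and held no shift of a whole library. These rates therefore do not cover such shifts or genes with lower values.

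Alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 TPM, a fit of the libraries of the contrast alone, median-ratio rescaling over genes with a mean of at least 10 TPM, quantile normalization, no mean-variance trend, the pool number as a replicate block, joint fits of both tables, a log2 change of at least 2 for rising genes, a split of these at 5 TPM, removal of H3.3 and globin genes, and leaving out each replicate. Leaving out a replicate dropped the library with that number from all 15 groups of a frog. Removal of ribosomal and transfer RNA genes and the restriction to protein-coding rising genes were added after the data were seen. For each contrast, other splits of the same libraries were fitted too, all 10 for 3 against 3 libraries and 100 drawn at random otherwise. Random gene lists (10000) were drawn with a fixed seed. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these steps. Other data types of the study were not analysed here.

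One gene among the largest decreases under window depletion is not reported here.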

Results

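The transcriptome of *Xenopus laevis* (African clawed frog) embryos was measured by RNA-seq in 90 libraries that span zygotic genome activation, the period in which the embryo begins to transcribe its own genes. Treated embryos received mRNAs for the histone demethylase Kdm5b (11 ng), for a histone H3.3 that cannot be methylated at lysine 4 (345 pg) and for the plant protein TIR1 (5 ng). Control embryos received a catalytically inactive Kdm5b (4 ng), wild type H3.3 (345 pg) and TIR1 (5 ng), and wild type embryos were not injected. The Kdm5b mRNA dose therefore differed between treated and control embryos, and per the methods the amounts were set so that the injected proteins reach similar levels before genome activation. Auxin (IAA, 500 µM), added before genome activation, makes TIR1 mark the injected proteins for degradation. Embryos with auxin represent depletion of histone H3 lysine 4 trimethylation in a window before activation, and embryos without auxin represent persistent depletion. Samples were taken at 5.5, 6.5 and 7.5 hours post fertilization (hpf). The 15 groups held 6 libraries each, 3 from the embryos of each of 2 frogs, and the values of each frog form a separate table. All values were TPM, which keep no sequencing depth, so the depth behind each value is unknown. Between 16712 and 19177 genes per library reached 1 TPM in frog 1, and between 17576 and 18386 in frog 2. Residual ribosomal RNA took from 4.04% to 37.4% of the TPM in frog 1 and from 1.77% to 15.6% in frog 2.

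The injected transcripts were examined first, because they check the labels. The globin gene *hbg1.L* (chromosome 9_10L, 96464883 to 96466500, assembly Xenopus_laevis_v10.1) was at 0.420 ± 0.247 TPM (SD, n = 3) in wild type embryos of frog 1 at 7.5 hpf, and at 0.0942 ± 0.163 TPM in frog 2. Over all injected groups its mean ranged from 3619 ± 1684 TPM to 25992 ± 6394 TPM (SD, n = 3). Every injected library thus carried a globin signal that wild type libraries lacked. Of the H3.3 genes, *h3-5.L* (chromosome 5S, 12188692 to 12198713, older symbol h3f3c) was higher in control than in wild type embryos at all 3 time points. At 7.5 hpf it was at 74.8 ± 3.00 TPM in wild type embryos and 293 ± 102 TPM in controls without auxin of frog 1, and at 62.8 ± 3.82 and 202 ± 100 TPM in frog 2 (SD, n = 3). It was singled out after its values were seen. In treated embryos without auxin it was at 295 ± 46.7 TPM in frog 1 and at 639 ± 141 TPM in frog 2 (SD, n = 3), although the labels give treated and control embryos the same H3.3 dose. *h3-3b.L* was at 302.2 ± 6.46 TPM in wild type embryos and 245 ± 23.2 TPM in controls without auxin of frog 1 at 7.5 hpf (SD, n = 3), so it was not raised by injection there.

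**Figure D1:**
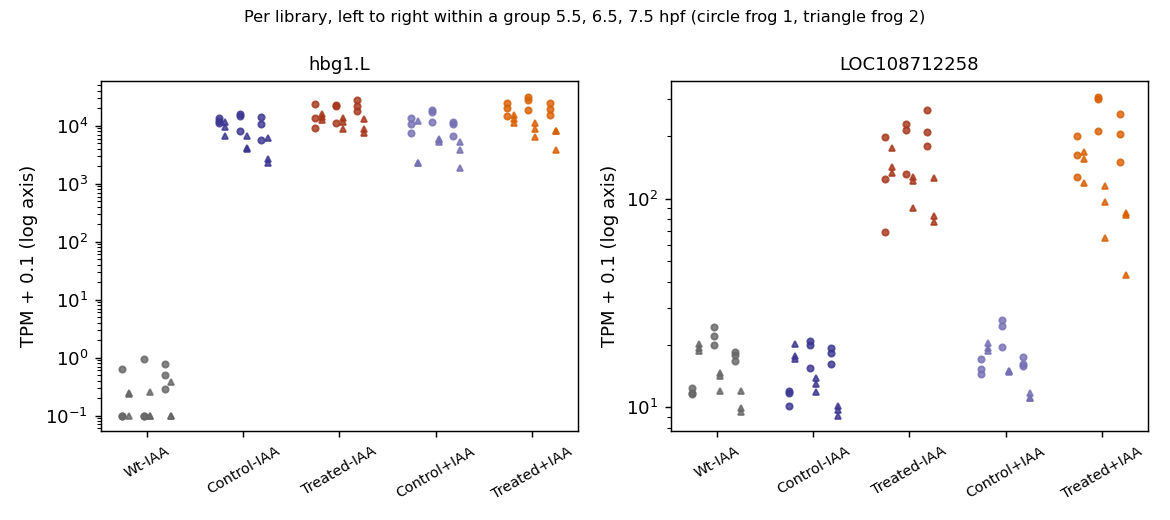
TPM + 0.1 on a log axis of *hbg1.L* (left) and *LOC108712258* (right) in each library, by group, with the time points 5.5, 6.5 and 7.5 hpf from left to right within a group, circles for frog 1 and triangles for frog 2. *hbg1.L* separates injected from wild type libraries, and *LOC108712258* is higher in treated than in control and wild type libraries, with group means from 70.4 to 273 TPM against 9.57 to 23.3 TPM.

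Treated and control embryos were compared within each scheme, time point and frog to ask whether depletion changes gene expression. limma on log2(TPM + 1) tested 20891 genes in frog 1 and 20277 in frog 2, and genes were called at a Benjamini-Hochberg adjusted p-value under 0.05. Fold changes on this scale understate the change of genes with low values. In the window scheme at 5.5 hpf, 80 genes were lower and 2 higher in frog 1. In frog 2, 0 were lower and 3 higher at that time, with 932 genes at an unadjusted p under 0.05. At 6.5 hpf 21 genes were lower and 1 higher in frog 1, and 193 lower and 75 higher in frog 2. At 7.5 hpf 121 were lower and 9 higher in frog 1, and 379 lower and 259 higher in frog 2. A pseudocount of 0.1 moved the frog 1 count at 7.5 hpf from 130 to 16 genes, and a fit of the libraries of the contrast alone moved it to 8. Several of these counts moved when a replicate number was left out. Such a fit drops the library of that number from all 15 groups of the frog. It has fewer libraries per group, so a fall in counts cannot be laid to 1 library. Without replicate 1.1 frog 1 had 19 called genes at 5.5 hpf, 5 at 6.5 hpf and 26 at 7.5 hpf. In frog 2, 9 genes were called at 5.5 hpf without replicate 2.3, 89 at 6.5 hpf without replicate 2.1 and 20 at 7.5 hpf without replicate 2.2.

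Persistent depletion gave 1 lower and 2 higher genes at 5.5 hpf in frog 1, and 2 lower and 2 higher in frog 2. The counts at 6.5 hpf were 19 lower and 1 higher in frog 1, and 236 lower and 66 higher in frog 2. At 7.5 hpf 134 genes were lower and 11 higher in frog 1. In frog 2, 445 were lower and 2633 higher at 7.5 hpf, with a median change of 0.16 over all tested genes. After median-ratio rescaling, which brings that median to 0.00, frog 2 had 830 lower and 640 higher genes. When only the libraries of the contrast were fitted, 2 genes were called in frog 2 and 3 in frog 1 at 7.5 hpf. Without replicate 1.3 frog 1 had 47 called genes at 5.5 hpf and 7 at 7.5 hpf, and without replicate 1.1 it had 1 at 6.5 hpf. In frog 2, 1 gene was called at 5.5 hpf and 112 at 6.5 hpf without replicate 2.2. The 3078 genes at 7.5 hpf became 56 without replicate 2.3 and 5084 without replicate 2.1.

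Calls were compared between frogs, which share no library. Among the 19581 genes tested in both, 48 were lower and 2 higher in both frogs under window depletion at 7.5 hpf, against 1.96 lower genes expected from independent calls (Fisher's exact test, two-sided, p = 3.1e-55). Persistent depletion gave 85 lower and 7 higher genes in both frogs at 7.5 hpf (Fisher's exact test for the lower genes, p = 5.53e-117). At 6.5 hpf 9 genes were lower and 1 higher in both frogs under window depletion, and 16 lower and 1 higher under persistent depletion. At 5.5 hpf 1 gene was shared in each scheme, *LOC108712258* in the higher direction, which was identified after its values were seen. Opposite calls in the 2 frogs were made for 1 gene under window and 2 genes under persistent depletion at 7.5 hpf. With a pseudocount of 0.1, 5 genes were shared at 7.5 hpf in each scheme, and with only the libraries of the contrast fitted, 1 gene. Without replicate 2.2 the window scheme shared 4 genes at 7.5 hpf, and without replicate 1.3 the persistent scheme shared 3. At 6.5 hpf 2 were shared in the window scheme without replicate 1.3 and 1 in the persistent scheme without replicate 1.1.

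The schemes were compared within a frog, where they use different controls. At 7.5 hpf 73 of the 121 genes lower under window depletion in frog 1 were also lower under persistent depletion (Fisher's exact test, p = 2.48e-137), as were 273 of 379 in frog 2. The difference between the window and the persistent effect was then tested itself. It passed the threshold for 2 genes in frog 1 at 7.5 hpf and for 0 genes in frog 2, where 1945 genes had an unadjusted p under 0.05. At 5.5 hpf 0 genes passed in either frog, with 689 and 428 genes at an unadjusted p under 0.05 in frogs 1 and 2, and at 6.5 hpf 0 passed, with 675 and 468. With the pool number as a replicate block, 0 genes passed in frog 1 at 7.5 hpf, while 5 passed there without replicate 1.2 and 6 in frog 2 without replicate 2.3.

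Wild type embryos defined the genes that rise during activation. At 7.5 against 5.5 hpf 11738 genes were higher and 894 lower in frog 1, whereas 1697 were higher and 16163 lower in frog 2, and the median change over all tested genes was 0.39 and −0.69. Between 6.5 and 5.5 hpf 15825 genes were higher and 216 lower in frog 1, and 1080 higher and 13055 lower in frog 2. Without replicate 2.2 frog 2 had 5685 called genes at 6.5 hpf. After median-ratio rescaling, 3750 of 8252 called genes in frog 1 and 4565 of 9562 in frog 2 were lower at 7.5 hpf. Genes called with a log2 change of at least 1 in both frogs were termed rising genes (1010) and those with a change of at most −0.5 falling genes (500). The rising genes comprised 607 protein-coding, 195 snRNA, 109 lncRNA, 44 snoRNA, 43 tRNA and 4 guide RNA genes, and 8 had no match in the reference. In 591 of them the wild type mean at 5.5 hpf was under 1 TPM in both frogs.

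Rising genes were lower in treated than in control embryos. Their mean log2(TPM + 1) per library changed under window depletion by −0.20 at 5.5 hpf (exact permutation test within frogs, two-sided, p = 0.03, adjusted p = 0.0655), −0.42 at 6.5 hpf and −0.25 at 7.5 hpf (both exact permutation p = 0.005, adjusted p = 0.018). The adjustment covers the 72 set tests that were run. A p-value of 0.005 is the smallest that the 400 arrangements can give, and within a single frog the smallest is 0.1. Persistent depletion changed the mean by −0.07 at 5.5 hpf (exact permutation p = 0.05, adjusted p = 0.09), −0.32 at 6.5 hpf and −0.33 at 7.5 hpf (both exact permutation p = 0.005, adjusted p = 0.018). At 6.5 and 7.5 hpf all 6 treated libraries lay below all control libraries of their frog in both schemes. The window change at 5.5 hpf was −0.37 in frog 1 and −0.02 in frog 2. In frog 1 the controls with auxin were then at 1.62 ± 0.0339, the controls without auxin at 1.26 ± 0.0150 and wild type embryos at 1.13 ± 0.0595 (mean log2 ± SD, n = 3). At 6.5 hpf in frog 1 these groups were at 2.98 ± 0.0242, 2.64 ± 0.109 and 2.60 ± 0.135. Treated embryos with auxin were at 2.55 ± 0.0903, near wild type. The window change of −0.43 in frog 1 at 6.5 hpf thus rests largely on higher controls. In frog 2 treated embryos with auxin were at 2.50 ± 0.0849 at 6.5 hpf. Controls with auxin there were at 2.91 ± 0.0808 and wild type embryos at 2.90 ± 0.146. Under a pseudocount of 0.1 the window change at 5.5 hpf was −0.32 (permutation p = 0.05).

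**Figure D2:**
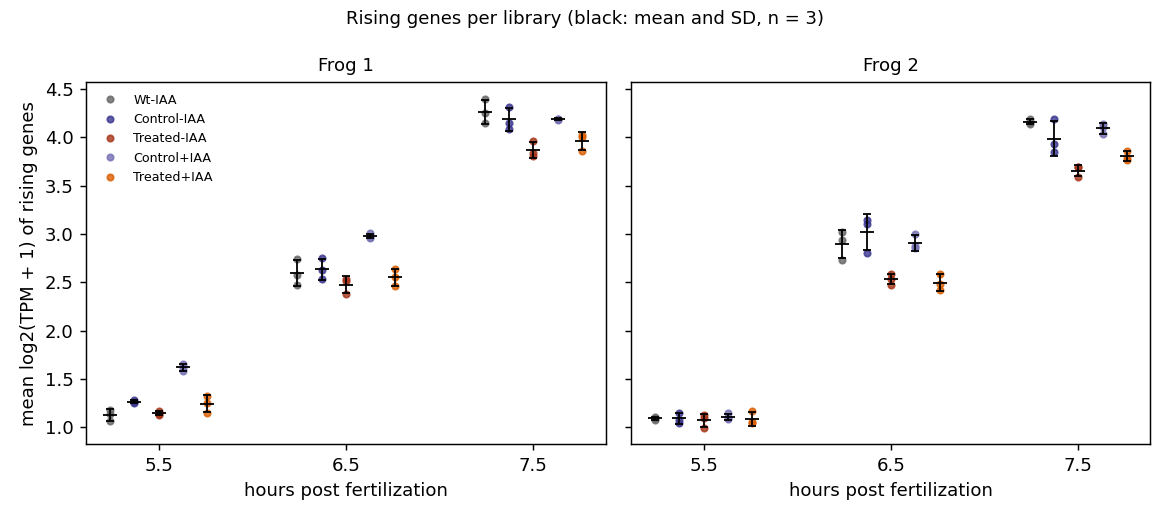
Mean log2(TPM + 1) of the 1010 rising genes in each library against hours post fertilization, by frog, with points for libraries, a black bar for the group mean and whiskers for the SD (n = 3). At 7.5 hpf the treated groups of frog 2 had means of 3.66 and 3.81, against 3.99 and 4.09 in the controls and 4.16 in wild type embryos.

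Falling genes were higher in treated embryos, by 0.18 under window and 0.24 under persistent depletion at 7.5 hpf (both exact permutation p = 0.005, adjusted p = 0.018), in 6 of 6 libraries. Under window depletion they were already higher by 0.09 at 5.5 hpf and 0.12 at 6.5 hpf (both exact permutation p = 0.005, adjusted p = 0.018). Under persistent depletion they changed by 0.03 at 5.5 hpf (exact permutation p = 0.37) and 0.15 at 6.5 hpf (exact permutation p = 0.015, adjusted p = 0.0415). Rising genes that were under 1 TPM in wild type embryos at 5.5 hpf changed by −0.36 and −0.40 at 7.5 hpf, and the remaining 419 by −0.11 and −0.23. At 6.5 hpf the order was the other way under window depletion, with −0.37 and −0.49, and under persistent depletion the changes were −0.36 and −0.27. Protein-coding rising genes changed by −0.39 and −0.42 at 7.5 hpf (both exact permutation p = 0.005). The remaining rising genes changed by −0.05 under window (exact permutation p = 0.125) and −0.18 under persistent depletion (exact permutation p = 0.005). At 6.5 hpf they changed by −0.50 under window (exact permutation p = 0.005, adjusted p = 0.018) and −0.25 under persistent depletion (exact permutation p = 0.05, adjusted p = 0.09), against −0.37 (exact permutation p = 0.005) and −0.37 (exact permutation p = 0.01, adjusted p = 0.03) for the protein-coding ones. At 5.5 hpf under window depletion the protein-coding ones changed by −0.13 (exact permutation p = 0.005, adjusted p = 0.018) and the remaining ones by −0.30 (exact permutation p = 0.045, adjusted p = 0.0876). Under persistent depletion at 5.5 hpf the protein-coding ones changed by −0.06 (exact permutation p = 0.015, adjusted p = 0.0415) and the remaining ones by −0.08 (exact permutation p = 0.23). Differences between these parts of the rising genes were not tested. For the rising genes as a whole, the window and persistent changes differed by 0.07 at 7.5 hpf (permutation p = 0.394, adjusted p = 0.473, over 160000 arrangements), and at 5.5 and 6.5 hpf by −0.13 (permutation p = 0.148) and −0.10 (permutation p = 0.386).

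Under window depletion at 7.5 hpf, 86 rising genes (8.51%) were called lower in frog 1 and 256 (25.3%) in frog 2, and 0 and 13 were called higher. Under persistent depletion 104 (10.3%) and 320 (31.7%) were called lower, and 0 and 27 higher. As a background, injected control embryos without auxin against wild type had 184 rising genes (18.2%) called lower and 113 higher in frog 1, and 148 (14.7%) lower and 40 higher in frog 2. The rising genes were chosen on the same wild type libraries, which favours lower values in that comparison. In frog 1, 72.7% of the rising genes had a change under 0 in the window and 83.2% in the persistent scheme, against 50.2% on injection, and in frog 2 the shares were 64.4%, 72.8% and 71.1%. With a pseudocount of 0.1 the window counts were 8 and 127. Leaving out replicate 2.2 left 11 rising genes called lower in frog 2 under window depletion, and leaving out replicate 1.3 left 4 in frog 1 under persistent depletion.

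Ranking genes called in both frogs with non-overlapping treated and control libraries in each frog (expected by chance in 10% of comparisons of 3 against 3) left 47 lower and 2 higher genes under window depletion, and 55 lower and 6 higher under persistent depletion. The largest mean decrease in the window scheme was that of *gatm.L* (chromosome 3L, 110666632 to 110688685, protein-coding), which changed by −1.60 ± 0.182 in frog 1 and −1.81 ± 0.275 in frog 2 (log2 ± SE, limma adjusted p = 9.75e-07 and 8.28e-05). Its level in frog 1 was 2.60 ± 1.74 TPM in treated and 9.15 ± 0.850 TPM in control embryos with auxin (SD, n = 3). *lin28a.S* (2S, 67146875 to 67166142) changed by −1.16 ± 0.225 and −2.01 ± 0.285, from 10.6 ± 1.56 to 4.27 ± 1.37 TPM in frog 1 (SD, n = 3). *pcdh8.2.L* (2L, 137967300 to 137973563) and *foxd4l1.1.L* (1L, 139693771 to 139695394) had mean changes of −1.36 and −1.35. The largest decreases under persistent depletion were those of *lin28a.S* (−1.66), *gatm.L* (−1.44), *pcdh8.2.S* (2S, 123212039 to 123219632, −1.41), *pcdh8.2.L* (−1.26) and *pou5f3.1.L* (−1.24). All of these belong to the rising genes. Levels in control embryos were themselves below wild type for some of them. *foxd4l1.1.L* was at 6.55 ± 1.75 TPM in controls with auxin and 23.2 ± 0.918 TPM in wild type embryos of frog 1 (SD, n = 3). The L and S copies of a gene are similar in sequence, and the assignment of reads between them is uncertain.

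Higher genes were few. *LOC108712258* (3S, 6252828 to 6304837, protein-coding) changed by 3.52 ± 0.234 in frog 1 and 2.48 ± 0.190 in frog 2 under window depletion (log2 ± SE, limma adjusted p = 1.53e-12 and 2.17e-10), and its excess over wild type was already present at 5.5 hpf and was from 0.767% to 0.975% of the *hbg1.L* level in the 12 treated groups of both frogs. *LOC398162* (3L, 104577701 to 104585237) changed by 0.48 ± 0.115 and 0.42 ± 0.123 under window depletion (limma adjusted p = 0.0319 and 0.0487). Under persistent depletion *btg5.1.L* (7L, 127842216 to 127849643) and *dnajc9.L* (7L, 37937078 to 37943877) had mean changes of 0.65 and 0.63.

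A list of genes fixed beforehand was tested at 7.5 hpf. It held the copies of *pou5f3.2* and *sox3*, the transcription factors that the study follows, of the related *pou5f3.1*, *pou5f3.3* and *sox2*, and of *cxxc1*, which the study depletes in other experiments. *pou5f3.2.L* (8L, 2295625 to 2299844) changed by −0.47 under window depletion (exact permutation p = 0.005, adjusted over 20 tests p = 0.0143) and by −0.42 under persistent depletion (exact permutation p = 0.01, adjusted p = 0.02). In frog 1 it was at 240.2 ± 14.8 TPM in treated and 322 ± 28.0 TPM in control embryos with auxin, and in frog 2 at 147 ± 6.51 and 213 ± 16.8 TPM (SD, n = 3). *pou5f3.2.S* (8S, 27584027 to 27587612) changed by −0.54 and −0.52 (both exact permutation p = 0.005, adjusted p = 0.0143). *pou5f3.1.L* (8L, 2304047 to 2308547) changed by −1.12 and −1.24 and *pou5f3.1.S* (8S, 27602654 to 27608214) by −0.88 and −0.95 (all exact permutation p = 0.005, adjusted p = 0.0143). *pou5f3.3.L* was not lower, with changes of 0.09 under window (exact permutation p = 0.16) and 0.19 under persistent depletion (exact permutation p = 0.02, adjusted p = 0.0364). *pou5f3.3.S* changed by 0.15 under window depletion (exact permutation p = 0.01, adjusted p = 0.02). Its persistent change (0.14, exact permutation p = 0.11) was −0.0012 after median-ratio rescaling (permutation p = 0.99). *sox3.L* (8L, 46991470 to 46993062) changed by −0.14 in the window scheme (exact permutation p = 0.135), as 0.10 in frog 1 and −0.38 in frog 2. *sox3.S* (8S, 63299041 to 63300658) changed by −0.19 (exact permutation p = 0.07), as 0.01 in frog 1 and −0.40 in frog 2. The persistent changes of both *sox3* copies were −0.05 (exact permutation p = 0.31) and −0.09 (exact permutation p = 0.055). After median-ratio rescaling *sox3.S* changed by −0.24 in both schemes (permutation p = 0.04 and 0.005) and *sox3.L* by −0.20 under persistent depletion (permutation p = 0.03), while *pou5f3.3.L* changed by 0.04 under persistent depletion (permutation p = 0.325). *sox2.L* changed by −0.18 under persistent depletion (exact permutation p = 0.485) and by −0.46 under window depletion (exact permutation p = 0.045, adjusted p = 0.075), at levels of 1.74 ± 0.252 against 2.46 ± 0.852 TPM in frog 1 (SD, n = 3). *cxxc1.S* changed by 0.12 (exact permutation p = 0.13) and 0.25 (exact permutation p = 0.01). Of these 10 genes, 3 in frog 1 and 7 in frog 2 passed in the window scheme when adjusted over the list alone, against 1 and 6 when adjusted over all genes tested. Under persistent depletion 4 and 7 passed adjusted over the list alone, against 1 and 6.

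Injection itself was measured as control without auxin against wild type. At 5.5 hpf 14 genes were lower and 75 higher in frog 1, and 1 lower and 6 higher in frog 2. At 6.5 hpf 3514 were lower and 347 higher in frog 1, and 11 lower and 125 higher in frog 2, and at 7.5 hpf 307 lower and 569 higher in frog 1, and 206 lower and 288 higher in frog 2. The frog 1 count at 6.5 hpf was 434 after median-ratio rescaling, which moved the median of all genes by 0.26. Without replicate 1.2 it was 316, and without replicate 1.1 it was 8657. Without replicate 2.1 frog 2 had 60 called genes at 6.5 hpf and 152 at 7.5 hpf, and frog 1 had 483 at 7.5 hpf without replicate 1.2. Both frogs shared 118 lower and 234 higher genes at 7.5 hpf, more than under either depletion scheme, and 134 genes without replicate 2.1. The 5 genes shared at 5.5 hpf were *hbg1.L*, *h3-5.L*, *LOC100158288*, *LOC121400528* and *LOC121396416*, all higher, and were named after their values were seen. *LOC121396416* (7S, 57736231 to 57760994, lncRNA) was at 6.79 ± 0.235 TPM in wild type embryos and 1563 ± 340.3 TPM in controls without auxin of frog 1 at 7.5 hpf (SD, n = 3). Rising genes changed by −0.13 on injection at 7.5 hpf (exact permutation p = 0.11), and the protein-coding ones by −0.24 (exact permutation p = 0.045, adjusted p = 0.0876).

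Auxin itself was measured as control with against control without auxin. In frog 1, 46 genes were lower and 8085 higher at 5.5 hpf, and 23 lower and 4583 higher at 6.5 hpf. In frog 2, 0 genes were called at 5.5 hpf and 0 at 6.5 hpf, with 1188 and 1741 at an unadjusted p under 0.05. At 7.5 hpf 2 genes were called in each frog. After removal of ribosomal and transfer RNA, an alternative chosen after seeing the data, the frog 1 counts were 155 at 5.5 hpf and 34 at 6.5 hpf. They were 36 at 5.5 hpf without replicate 1.1 and 7 at 6.5 hpf without replicate 1.2, and in frog 2 56 genes were called at 7.5 hpf without replicate 2.3. Ribosomal RNA took 11.6 ± 0.293% of the TPM in the frog 1 controls with auxin at 5.5 hpf and 22.0 ± 2.50% in those without (SD, n = 3).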

Values the study reported

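The study reported that 25% of its zygotic genes, on average, were significantly lower at 7.5 hpf.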

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

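All tests of these results against other splits of the libraries, and the level of both genes below, were chosen only after the result was seen. The effect of removing ribosomal RNA on single libraries was predicted before its test was run, and the size of the shift that its share can give was computed after the result was seen. A library far from the others of its group was looked for in 152 sets of 6 values by the gap to the nearest library over the range, with Dixon's critical value for 6 values at the 95% level as the limit, and 4 exceeded it, against 7.6 expected by chance. After each frog's values were centred, 0 of the 152 exceeded it, but that form can hardly reach the limit.

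In the controls with auxin at 7.5 hpf, *gatm.L* was at a log2 value of 2.71 in replicate 2.1 and from 3.197 to 3.42 in the others, a gap of 0.685 of the range. After removal of ribosomal and transfer RNA the gap was 0.633 (0.6329) of the range, still above the limit, which argues against the ribosomal RNA share as the whole cause. In treated embryos with auxin at 7.5 hpf, *gatm.L* was at 2.48 in replicate 1.2 and from 1.00 to 1.48 in the others, a gap of 0.677. It remained 0.666 after removal of these RNAs. What sets these libraries apart stays open, chance among 152 sets included, and a difference between pools of embryos was not tested. Both libraries move *gatm.L* towards a smaller treated against control difference.

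The mean of the falling genes in treated embryos with auxin at 7.5 hpf was 3.87 in replicate 2.3 and from 4.01 to 4.07 in the others, a gap of 0.681. After removal of ribosomal and transfer RNA it was 0.481, under the limit. The ribosomal RNA share of replicate 2.3 was 4.18%, against 3.74% and 3.38% in the other libraries of its frog and from 6.12% to 8.19% in frog 1. Against any library of the group this share can lower other genes by a log2 of at most 0.012 (0.0119), or 0.061 with transfer RNA included, less than the difference of 0.136 to the nearest library. These values argue against the ribosomal RNA share as the whole cause, and what sets the library apart stays open, chance included. In wild type embryos at 6.5 hpf the mean of the falling genes was 4.37 in replicate 2.2 and from 4.58 to 4.67 in the others, a gap of 0.712, and 0.618 after removal, just under the limit. That library had a ribosomal RNA share of 15.6%, against 4.69% and 1.77% in the other libraries of its group and frog, which can lower other genes by a log2 of 0.18 and 0.22, where the falling genes differed by 0.29 and 0.28. Against the nearest library, replicate 1.1, it can give 0.11 of a difference of 0.21. The share may therefore account for part of this gap. A biological difference between pools was not tested.

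The window and persistent effects differed for 2 genes in frog 1 at 7.5 hpf, named after their values were seen. The difference was 1.23 ± 0.224 for *LOC121395068* and 1.54 ± 0.282 for *LOC121399689* (log2 ± SE, limma adjusted p = 0.0459 for both), and neither was tested in frog 2. Of 100 splits of the 12 libraries, 26 gave as many genes, and the largest other split gave 125. These splits mix treated and control libraries with and without auxin, so real differences between the groups can enter them. They therefore cannot decide whether 2 genes is within what chance gives. The highest of their group means was 2.37 TPM (2.3742), and values this near the floor are imprecise, but no value in the tables decides whether that is the cause. Under the replicate block, a pseudocount of 0.1 and removal of ribosomal and transfer RNA, 0 genes passed. A biological difference between the schemes is not excluded for these genes.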

How the results depend on the processing

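Most counts of called genes depended on the processing, and the mean changes of the gene sets depended on it less. The mean change of the rising genes at 6.5 and 7.5 hpf kept its direction and its permutation p under 0.05 in both schemes under the pseudocount of 0.1, both definitions of the set, median-ratio rescaling, removal of H3.3 and globin genes, removal of ribosomal and transfer RNA, the protein-coding genes alone and each left-out replicate, where it was run. At 7.5 hpf the fits without one replicate gave from −0.27 to −0.23 under window and from −0.36 to −0.28 under persistent depletion, and at 6.5 hpf from −0.45 to −0.38 and from −0.39 to −0.27. The falling genes at 7.5 hpf kept theirs under each alternative run for them. Removal of ribosomal and transfer RNA and the restriction to protein-coding rising genes were chosen after seeing the data. The threshold for permutation tests under the alternatives is an unadjusted p of 0.05. Where a changed value below has no stated reason, the cause was not tested.

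A pseudocount of 0.1 gave 146 called genes in frog 1 and 18 in frog 2 at 5.5 hpf, 1 in frog 1 at 6.5 hpf, and 16 in frog 1 and 342 in frog 2 at 7.5 hpf in window depletion. For persistent depletion, a pseudocount of 0.1 gave 33 called genes in frog 1 and 11 in frog 2 at 5.5 hpf, 7 in frog 1 at 6.5 hpf, and 8 in frog 1 at 7.5 hpf. The test of window against persistent had 11 called genes in frog 1 and 1 in frog 2 at 5.5 hpf and 0 in frog 1 at 7.5 hpf with a pseudocount of 0.1. With a pseudocount of 0.1, injected control against wild type had 154 called genes in frog 1 and 38 in frog 2 at 5.5 hpf. A pseudocount of 0.1 gave 2 called genes in frog 2 at 5.5 hpf and 0 in frog 1 and 0 in frog 2 at 7.5 hpf in auxin in controls. Both frogs then shared 6 at 5.5 hpf, 1 at 6.5 hpf, 5 at 7.5 hpf in window depletion, and 2 at 5.5 hpf, 7 at 6.5 hpf, 5 at 7.5 hpf in persistent depletion, and 30 at 5.5 hpf in injected control against wild type. Rising genes called lower at 7.5 hpf then numbered 8 in frog 1 and 127 in frog 2 in window depletion and 5 in frog 1 and 212 in frog 2 in persistent depletion. The rising genes changed by −0.32 under window depletion at 5.5 hpf (permutation p = 0.05), against p = 0.03 as deposited, which did not pass after adjustment either (adjusted p = 0.0655). A smaller pseudocount widens the spread of genes with low values, and the cause was not tested further.

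For window depletion, no filter on low values gave 38 called genes in frog 1 at 6.5 hpf and 218 in frog 1 and 1001 in frog 2 at 7.5 hpf. Persistent depletion had 8 called genes in frog 2 at 5.5 hpf, 13 in frog 1 at 6.5 hpf, and 252 in frog 1 at 7.5 hpf with no filter on low values. With no filter on low values, the test of window against persistent had 1 called gene in frog 2 at 5.5 hpf and 25 in frog 1 and 11 in frog 2 at 7.5 hpf. No filter on low values gave 2542 called genes in frog 1 at 6.5 hpf and 1579 in frog 1 and 778 in frog 2 at 7.5 hpf in injected control against wild type. For auxin in controls, no filter on low values gave 2661 called genes in frog 1 at 6.5 hpf and 65 in frog 1 and 23 in frog 2 at 7.5 hpf. This setting changes the number of genes tested.

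Window depletion had 18 called genes in frog 1 and 222 in frog 2 at 7.5 hpf with a minimum mean of 5 TPM. With a minimum mean of 5 TPM, persistent depletion had 162 called genes in frog 2 at 6.5 hpf and 5 in frog 1 at 7.5 hpf. A minimum mean of 5 TPM gave 5 called genes in frog 1 at 5.5 hpf and 0 in frog 1 at 7.5 hpf in the test of window against persistent. For injected control against wild type, a minimum mean of 5 TPM gave 58 called genes in frog 2 at 6.5 hpf and 207 in frog 1 and 120 in frog 2 at 7.5 hpf. Auxin in controls had 0 called genes in frog 1 and 0 in frog 2 at 7.5 hpf with a minimum mean of 5 TPM. Shared between frogs were 4 at 7.5 hpf in window depletion, and 3 at 7.5 hpf in persistent depletion, and 47 at 6.5 hpf, 83 at 7.5 hpf in injected control against wild type. It tests fewer genes and leaves out rising genes with low values.

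With a fit of the contrast alone, window depletion had 2 called genes in frog 1 at 5.5 hpf, 53 in frog 1 and 106 in frog 2 at 6.5 hpf, and 8 in frog 1 and 41 in frog 2 at 7.5 hpf. A fit of the contrast alone gave 6 called genes in frog 1 and 95 in frog 2 at 6.5 hpf and 3 in frog 1 and 2 in frog 2 at 7.5 hpf in persistent depletion. For the test of window against persistent, a fit of the contrast alone gave 4 called genes in frog 1 and 1 in frog 2 at 5.5 hpf and 0 in frog 1 at 7.5 hpf. Injected control against wild type had 19 called genes in frog 1 at 5.5 hpf, 205 in frog 1 and 55 in frog 2 at 6.5 hpf, and 415 in frog 1 and 63 in frog 2 at 7.5 hpf with a fit of the contrast alone. With a fit of the contrast alone, auxin in controls had 4 called genes in frog 1 and 5 in frog 2 at 5.5 hpf, 10 in frog 1 and 1 in frog 2 at 6.5 hpf, and 7 in frog 1 at 7.5 hpf. Genes changed the same way in both frogs numbered 1 at 6.5 hpf, 1 at 7.5 hpf in window depletion, and 0 at 5.5 hpf, 1 at 6.5 hpf, 1 at 7.5 hpf in persistent depletion, and 2 at 5.5 hpf, 36 at 6.5 hpf, 47 at 7.5 hpf in injected control against wild type. These fits estimate the spread of each gene from fewer libraries.

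Median-ratio rescaling gave 61 called genes (50 lower, against 80 of 82 as deposited) in frog 1 at 5.5 hpf, 65 (54 lower, against 21 of 22 as deposited) in frog 1 and 262 (241 lower, against 193 of 268 as deposited) in frog 2 at 6.5 hpf, and 368 (237 lower, against 121 of 130 as deposited) in frog 1 and 1380 (670 lower, against 379 of 638 as deposited) in frog 2 at 7.5 hpf in window depletion. For persistent depletion, median-ratio rescaling gave 27 called genes in frog 1 and 3 (2 lower, against 2 of 4 as deposited) in frog 2 at 5.5 hpf, 33 in frog 1 and 312 (299 lower, against 236 of 302 as deposited) in frog 2 at 6.5 hpf, and 414 (301 lower, against 134 of 145 as deposited) in frog 1 and 1470 (830 lower, against 445 of 3078 as deposited) in frog 2 at 7.5 hpf. Injected control against wild type had 167 called genes (50 lower, against 14 of 89 as deposited) in frog 1 at 5.5 hpf, 434 (104 lower, against 3514 of 3861 as deposited) in frog 1 at 6.5 hpf, and 820 in frog 2 at 7.5 hpf with median-ratio rescaling. With median-ratio rescaling, auxin in controls had 172 called genes (85 lower, against 46 of 8131 as deposited) in frog 1 at 5.5 hpf, 0 in frog 1 and 161 in frog 2 at 6.5 hpf, and 4 (3 lower, against 1 of 2 as deposited) in frog 2 at 7.5 hpf. Median-ratio rescaling gave 3466 called genes (1858 lower, against 216 of 16041 as deposited) in frog 1 and 4382 (2039 lower, against 13055 of 14135 as deposited) in frog 2 at 6.5 hpf and 8252 (3750 lower, against 894 of 12632 as deposited) in frog 1 and 9562 (4565 lower, against 16163 of 17860 as deposited) in frog 2 at 7.5 hpf in the wild type time course. The frogs shared 27 at 6.5 hpf, 149 (103 lower, against 48 of 50 as deposited) at 7.5 hpf in window depletion, and 256 (197 lower, against 85 of 92 as deposited) at 7.5 hpf in persistent depletion, and 3 at 5.5 hpf in injected control against wild type. Rising genes called lower at 7.5 hpf then numbered 151 in frog 1 in window depletion and 216 in frog 1 in persistent depletion. The median over all genes moved by −0.29 for auxin at 5.5 hpf and by −0.61 for wild type embryos at 6.5 hpf in frog 1, and by 0.71 for wild type embryos at 7.5 hpf in frog 2. Among single genes, *pou5f3.3.S* reversed under persistent depletion, to −0.0012 (permutation p = 0.99), and the cause was not tested.

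For window depletion, quantile normalization gave 55 called genes (45 lower, against 80 of 82 as deposited) in frog 1 at 5.5 hpf, 105 (60 lower, against 21 of 22 as deposited) in frog 1 at 6.5 hpf, and 342 (217 lower, against 121 of 130 as deposited) in frog 1 and 1240 in frog 2 at 7.5 hpf. Persistent depletion had 4 called genes (2 lower, against 1 of 3 as deposited) in frog 1 at 5.5 hpf and 374 (264 lower, against 134 of 145 as deposited) in frog 1 and 1265 (581 lower, against 445 of 3078 as deposited) in frog 2 at 7.5 hpf with quantile normalization. With quantile normalization, the test of window against persistent had 1 called gene (1 lower, against 0 of 2 as deposited) in frog 1 at 7.5 hpf. Quantile normalization gave 417 called genes (151 lower, against 3514 of 3861 as deposited) in frog 1 at 6.5 hpf in injected control against wild type. For auxin in controls, quantile normalization gave 44 called genes (14 lower, against 46 of 8131 as deposited) in frog 1 and 1 in frog 2 at 5.5 hpf, 8 (4 lower, against 23 of 4606 as deposited) in frog 1 and 93 in frog 2 at 6.5 hpf, and 1 (1 lower, against 1 of 2 as deposited) in frog 2 at 7.5 hpf. The wild type time course had 3994 called genes (1534 lower, against 216 of 16041 as deposited) in frog 1 and 5065 (3718 lower, against 13055 of 14135 as deposited) in frog 2 at 6.5 hpf and 9346 (5777 lower, against 894 of 12632 as deposited) in frog 1 and 10515 (7689 lower, against 16163 of 17860 as deposited) in frog 2 at 7.5 hpf with quantile normalization. Common to both frogs were 32 at 6.5 hpf, 132 (94 lower, against 48 of 50 as deposited) at 7.5 hpf in window depletion, and 212 (156 lower, against 85 of 92 as deposited) at 7.5 hpf in persistent depletion, and 3 at 5.5 hpf in injected control against wild type.

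With a fit without a mean-variance trend, auxin in controls had 4 called genes in frog 2 at 7.5 hpf. For injected control against wild type, removal of H3.3 and globin genes gave 2158 called genes in frog 1 at 6.5 hpf. This removal did not include *h3-5.L*, which carries another symbol. Defining rising genes by a log2 change of at least 2 leaves fewer genes in the set. Rising genes called lower at 7.5 hpf then numbered 49 in frog 1 and 138 in frog 2 in window depletion and 55 in frog 1 and 184 in frog 2 in persistent depletion.

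Persistent depletion had 3 called genes (1 lower, against 2 of 4 as deposited) in frog 2 at 5.5 hpf, 32 in frog 1 and 271 (251 lower, against 236 of 302 as deposited) in frog 2 at 6.5 hpf, and 227 (169 lower, against 134 of 145 as deposited) in frog 1 at 7.5 hpf with removal of ribosomal and transfer RNA. With removal of ribosomal and transfer RNA, the test of window against persistent had 0 called genes in frog 1 at 7.5 hpf. Removal of ribosomal and transfer RNA gave 115 called genes (38 lower, against 14 of 89 as deposited) in frog 1 at 5.5 hpf and 575 (266 lower, against 3514 of 3861 as deposited) in frog 1 at 6.5 hpf in injected control against wild type. For auxin in controls, removal of ribosomal and transfer RNA gave 155 called genes in frog 1 at 5.5 hpf and 34 in frog 1 at 6.5 hpf. The wild type time course had 8395 called genes (2015 lower, against 894 of 12632 as deposited) in frog 1 at 7.5 hpf with removal of ribosomal and transfer RNA. Calls common to both frogs were 138 (101 lower, against 85 of 92 as deposited) at 7.5 hpf in persistent depletion. The rising genes changed by −0.069 under persistent depletion at 5.5 hpf (permutation p = 0.035), now under 0.05. As deposited, the restriction to protein-coding rising genes gave −0.063 there (permutation p = 0.015), also under 0.05.

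The replicate block gave 0 called genes in frog 1 at 7.5 hpf in the test of window against persistent. No other count moved by over 1.5 times with this replicate block. Libraries with the same pool number did not deviate together, with correlations from −0.0729 to 0.0739 across genes between treated and control libraries, so the numbers do not pair the libraries. One fit over both tables with the replicate block on the frog called 4 at 5.5 hpf, 89 at 6.5 hpf, 217 at 7.5 hpf in window depletion, and 99 at 6.5 hpf, 246 at 7.5 hpf in persistent depletion, and 23 at 5.5 hpf, 307 at 6.5 hpf, 727 at 7.5 hpf in injected control against wild type. With the full replicate number as the replicate block it called 3 at 5.5 hpf, 86 at 6.5 hpf, 214 at 7.5 hpf in window depletion, and 92 at 6.5 hpf, 233 at 7.5 hpf in persistent depletion, and 22 at 5.5 hpf, 299 at 6.5 hpf, 718 at 7.5 hpf in injected control against wild type. These fits pool both frogs instead of requiring a call in each.

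Across the 3 fits per frog that each left out one replicate, window depletion gave from 19 to 82 genes in frog 1 and 3 to 9 genes in frog 2 at 5.5 hpf, 5 to 28 genes in frog 1 and 89 to 104 genes in frog 2 at 6.5 hpf, 26 to 85 genes in frog 1 and 20 to 718 genes in frog 2 at 7.5 hpf. Persistent depletion then gave from 4 to 47 genes in frog 1 and 1 to 7 genes in frog 2 at 5.5 hpf, 1 to 17 genes in frog 1 and 112 to 272 genes in frog 2 at 6.5 hpf, 7 to 100 genes in frog 1 and 56 to 5084 genes in frog 2 at 7.5 hpf. The test of window against persistent gave from 0 to 1 genes in frog 1 at 5.5 hpf, 0 to 2 genes in frog 1 and 0 to 1 genes in frog 2 at 6.5 hpf, 1 to 5 genes in frog 1 and 1 to 6 genes in frog 2 at 7.5 hpf. Injected control against wild type ranged from 71 to 137 genes in frog 1 and 3 to 7 genes in frog 2 at 5.5 hpf, 316 to 8657 genes in frog 1 and 60 to 117 genes in frog 2 at 6.5 hpf, 483 to 865 genes in frog 1 and 152 to 625 genes in frog 2 at 7.5 hpf. Auxin in controls ranged from 36 to 7277 genes in frog 1 and 0 to 1 genes in frog 2 at 5.5 hpf, 7 to 2110 genes in frog 1 and 0 to 18 genes in frog 2 at 6.5 hpf, 2 to 7 genes in frog 1 and 2 to 56 genes in frog 2 at 7.5 hpf. The wild type time course ranged from 5685 to 13950 genes in frog 2 at 6.5 hpf. Over the 6 such fits, genes shared by both frogs ranged from 1 to 2 at 5.5 hpf, 2 to 8 at 6.5 hpf, 4 to 41 at 7.5 hpf in window depletion, and from 1 to 18 at 6.5 hpf, 3 to 89 at 7.5 hpf in persistent depletion, and from 1 to 6 at 5.5 hpf, 53 to 95 at 6.5 hpf, 134 to 398 at 7.5 hpf in injected control against wild type. These fits hold fewer samples in every group, so a fall in counts can reflect lost power. The rising genes changed by −0.22 to −0.18 under window and by −0.10 to −0.055 under persistent depletion at 5.5 hpf. The window change at 5.5 hpf was no longer under a permutation p of 0.05 in 5 of the 6 fits. Its permutation p was 0.1 when any one replicate of frog 1 was left out. Leaving out replicate 2.1 or 2.2 also took it to 0.05 or above. The persistent change at 5.5 hpf had a p under 0.05 only without replicate 2.1 (permutation p = 0.0333). Rising genes called lower at 7.5 hpf ranged from 18 to 87 in frog 1 and 11 to 256 in frog 2 under window depletion, and from 4 to 104 in frog 1 and 37 to 321 in frog 2 under persistent depletion. The lowest values came without replicates 1.1, 2.2, 1.3 and 2.3 in that order.

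Among the fixed genes, 6 other results changed. Median-ratio rescaling moved *sox3.S* past the threshold under window (−0.24, permutation p = 0.04) and persistent depletion (−0.24, permutation p = 0.005), and *sox3.L* under persistent depletion (−0.20, permutation p = 0.03). It moved *pou5f3.3.L* under persistent depletion below it (0.04, permutation p = 0.325). The pseudocount of 0.1 moved *sox2.L* under window depletion to −0.70 (permutation p = 0.05), from a permutation p of 0.045 that did not pass after adjustment either (adjusted p = 0.075). Removal of ribosomal and transfer RNA moved *sox3.S* under persistent depletion past it (−0.11, permutation p = 0.005). For each of these the cause was not tested. The depth behind the TPM is unknown, so the precision of single values, which is lowest for genes near 1 TPM, cannot be stated.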

Other observations

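The tests of the fall of falling genes, of dose, of ribosomal RNA, of length over all rising genes and of single libraries were planned before the values they measure were seen. The tests between frogs, over protein-coding genes, of the calls in frog 2 and with auxin, of transfer RNA, of *LOC108712258* and of other splits were chosen only after the result was seen. A plot of the libraries had been seen before the delay test was written, and counts after removal of ribosomal RNA before the test of the set.

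Rising genes called lower at 7.5 hpf made up 8.51% under window and 10.3% under persistent depletion in frog 1, and 25.3% and 31.7% in frog 2. Among protein-coding rising genes the shares were 13.7% and 16.3% in frog 1, and 39.9% and 49.3% in frog 2. The frog 1 shares of both lists are lower than the value quoted from the study above. The frog 2 shares of both lists are higher, although that of all rising genes under window depletion (25.3%) is close to it. The share thus depends on the gene list and the frog, and the quoted one is an average. The quoted one also rests on counts and another test, whose effect was not tested.

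Other splits of the same libraries were fitted for each contrast. For 3 against 3 libraries there are 10 splits, so the share cannot go below the 0.1 that a single split makes. The real split was the only one (1 of 10) with as many called genes for window depletion, injection and the wild type time course at each time point in both frogs, for persistent depletion at 6.5 and 7.5 hpf in both frogs and at 5.5 hpf in frog 2, and for auxin at 5.5 hpf in frog 1. For persistent depletion at 5.5 hpf in frog 1 it was 2 of 10. For auxin it was 3 of 10 at 6.5 hpf and 6 of 10 at 7.5 hpf in frog 1, and 10 of 10 at 5.5 and 6.5 hpf and 4 of 10 at 7.5 hpf in frog 2. The difference between the schemes gave as many genes in 100 of 100 splits wherever 0 genes were called, which decides nothing, since every split reaches 0. For genes changed the same way in both frogs, the real split was the only one (1 of 100) with as many genes for window depletion, persistent depletion and injection at each time point, which argues against a random grouping of the libraries as their source. For auxin, where 0 genes were shared, it was 100 of 100 at each time point. For the wild type time course it was 2 of 100 at 6.5 hpf and 1 of 100 at 7.5 hpf. The other split at 6.5 hpf was the real one with one frog mirrored, since 11652 genes changed in opposite ways in the frogs and 925 in the same way. At 7.5 hpf, 9103 changed in opposite ways and 2230 in the same way, and that mirrored split was not among those drawn.

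Rising genes were lower and falling genes higher in treated embryos at 7.5 hpf, which a slower development of treated embryos could also give. The treated against control difference was divided by the wild type change over the hour before, here from 6.5 to 7.5 hpf. At 7.5 hpf this share was 21.6% under window and 30.9% under persistent depletion for falling genes. It was 17.9% and 22.7% for rising genes, and 27.0% and 29.0% for protein-coding rising genes. A set is said below to lose this share. The share includes any difference already present at 6.5 hpf, so it is not a loss within that hour. The window difference of the rising genes was −0.42 at 6.5 hpf and −0.25 at 7.5 hpf. These shares are imprecise. At the widest, with one replicate left out, the falling share at 7.5 hpf under persistent depletion ranged from 16.0% to 37.8% in frog 2. The protein-coding rising share under persistent depletion ranged from 12.9% to 31.8% in frog 1. The means of both sets at 7.5 hpf thus leave a delay possible. At 6.5 hpf the sets did not lose alike, with 42.5% and 54.0% of their fall since 5.5 hpf for falling and 26.0% and 18.9% of their rise for rising genes, and with 15.9% and 15.3% against 31.6% and 26.0% after median-ratio rescaling. The rescaled sets held 975 falling and 1064 rising genes, so the 2 scalings also compare different genes. With one replicate left out, the falling share at 6.5 hpf under persistent depletion ranged from 4.41% to 243% in frog 1, as deposited. The shares at 6.5 hpf thus depend on the scaling, the gene set and single replicates, and decide nothing. A delay that is uniform over genes was then tested between frogs. It predicts that genes called lower in one frog lose no more in the other frog than matched rising genes. Protein-coding genes called lower in frog 1 lost 35.8% of their rise in frog 2 under window depletion, against a median of 31.5% for random lists matched on their rise, and 439 of 10000 lists lost as much. In the other direction the loss was 25.6%, and 0 of 10000 lists lost as much. Under persistent depletion the losses were 39.2% (8 of 10000) and 29.4% (0 of 10000). In a first version over all rising genes, matched on rise and level, the losses were 34.5%, 25.4%, 39.0% and 29.2%, with 183, 0, 0 and 0 of 10000 lists as large. These values argue against a uniform delay as the whole cause, with the window calls of frog 1 the weakest case. A partial delay and a delay that differs between genes stay open, as does a loss of transcription at particular genes.

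The Kdm5b mRNA dose was 11 ng in treated and 4 ng in control embryos, and dose and treatment are confounded. Per the methods the amounts were set to give similar levels of the injected proteins before genome activation, so the difference is one of mRNA and not, by intent, of protein. Protein levels were not analysed here. Injection of the control mRNAs changed the rising genes by −0.13 at 7.5 hpf (−0.1279, permutation p = 0.11). Across protein-coding rising genes the injection and window effects, which share no library, correlated with Pearson's r of 0.0185 in frog 1 and 0.708 in frog 2. These are correlations across genes, which are not independent replicates. Of the 607 protein-coding rising genes, 6 were lower in both frogs under both injection and window depletion, against 6.82 expected (Fisher's exact test, p = 0.832). The frogs thus point in different directions, and an effect of the mRNA amount cannot be told apart from the treatment, because no group received the inactive mRNA at the higher dose. Globin signal was higher in treated than in control embryos in each comparison, by a log2 difference from 0.24 to 1.72.

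Residual ribosomal RNA changes the TPM of all other genes. After removal of ribosomal and transfer RNA the rising genes changed by −0.27 (−0.268) under window depletion at 7.5 hpf, so composition is unlikely to be the whole cause. Gene length was tested too, at 7.5 hpf. The shortest tertile of all rising genes changed by −0.06 (−0.0587, exact permutation p = 0.16) under window and by −0.17 (exact permutation p = 0.005) under persistent depletion, and the longest by −0.41 and −0.44. The shortest tertile holds 30 protein-coding genes of 334, so length and gene type cannot be told apart there. Among protein-coding genes alone the shortest tertile changed by −0.31 (−0.3057), the middle by −0.38 and the longest by −0.48 under window depletion (all exact permutation p = 0.005). Length is therefore unlikely to be the whole cause among protein-coding genes, although the change was larger in longer genes.

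Auxin in controls of frog 1 called 8131 genes at 5.5 hpf, almost all higher, and 155 after removal of ribosomal and transfer RNA. The difference in ribosomal RNA share is a candidate explanation for part of the shift behind these calls. The median change over all genes was 0.29 as deposited and 0.13 after that removal, so part of the shift remained. In frog 2, 2633 genes were higher under persistent depletion at 7.5 hpf. Removal of ribosomal and transfer RNA left 2908, which argues against those RNAs, whereas median-ratio rescaling left 640, so a shift of all genes may account for most of them. Whether that shift is technical or a change in the total RNA of the embryo is open, since TPM carry no absolute amount.

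Transfer RNA took a smaller share of the TPM in treated than in control embryos, although not every comparison passed after adjustment. Its log2 share changed by −0.90 at 5.5 hpf (exact permutation p = 0.01, adjusted p = 0.04), −0.73 at 6.5 hpf (exact permutation p = 0.005, adjusted p = 0.04) and −0.30 at 7.5 hpf (exact permutation p = 0.035, adjusted p = 0.084) under window depletion. Under persistent depletion it changed by −0.80 at 5.5 hpf (exact permutation p = 0.01, adjusted p = 0.04), −0.49 at 6.5 hpf (exact permutation p = 0.1, adjusted p = 0.171) and −0.33 at 7.5 hpf (exact permutation p = 0.02, adjusted p = 0.06). Outside ribosomal RNA the change at 6.5 hpf was −0.73 (−0.7304), which argues against the ribosomal RNA share as its cause. Slower development could also lower it, since the share rises with time in wild type embryos, and this was not tested.

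*LOC108712258* was higher in treated libraries only. Its excess over wild type was at least 119 TPM (118.837) among treated groups at 5.5 hpf, and from 0.767% to 0.975% of the *hbg1.L* signal in the 12 treated groups of both frogs. From 5.5 to 7.5 hpf its log2 level rose in both treated groups of frog 1, by at most 0.84 (0.8411) without auxin, where *hbg1.L* rose by 0.63, and by 0.31 with auxin, where *hbg1.L* changed by −0.00095 and the gene thus did not follow it. It fell in those of frog 2, with changes of −1.11 and −0.68 where *hbg1.L* changed by −1.03 and −0.58. In the control groups the excess was from −0.027% to 0.035% of the *hbg1.L* signal. Control embryos received TIR1 too and counterparts of the other treated mRNAs. These values argue against reads from a sequence that the treated and control mRNAs share. Reads of a sequence found only in a treated mRNA remain a candidate explanation. Per the supplement, however, treated and control versions of Kdm5b and of H3.3 differ by 1 named residue each in the same vector. As described, they thus leave little sequence of that kind. The excess at 5.5 hpf argues against induction of the gene by zygotic transcription as the whole cause. The falls in frog 2 cannot decide this, since the gene fell in wild type embryos of that frog too. Its level there was 19.2 TPM at 5.5 hpf and 10.4 TPM at 7.5 hpf. The sequences of the injected mRNAs were not used here, so an assignment of their reads to this gene was not tested directly.

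The H3.3 gene *h3-5.L* was at a similar level in treated and control embryos of frog 1 at 7.5 hpf. At 5.5 and 6.5 hpf its mean in frog 1 was lower in treated embryos in both schemes, such as 224 ± 96.5 against 368 ± 24.1 TPM without auxin at 5.5 hpf (SD, n = 3), and this difference was not tested. It was higher in treated embryos of frog 2 at all 3 time points, and was at 439 ± 137 TPM in treated and 196 ± 43.1 TPM in control embryos with auxin at 7.5 hpf (SD, n = 3). The labels give both the same dose of H3.3 mRNA. No explanation was tested, and the amounts of injected mRNA cannot be read from TPM. The L and S copies of 104 gene pairs among the rising genes changed alike, with Pearson's r from 0.572 to 0.722 across pairs, which are not independent replicates and share reads.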
